A study of Homo sapiens with 30 samples. Its data were reported in "miRNA-1 promotes acute myeloid leukemia cell pathogenesis through metabolic regulation" (2023).

How the data were processed

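RNA was measured by sequencing in 30 libraries of human acute myeloid leukemia (AML) cell lines, in 2 series. In the overexpression series, MV4-11 and Molm-14 cells carried a lentiviral vector for the miR-1 hairpin, made with sequence of the MIR1-2 host gene (OE), or an empty vector (EV), with 3 libraries per group and 12 libraries in all. In the knockout series, MV4-11, Molm-14 and THP-1 cells carried a CRISPR/Cas9 deletion of MPC1 (KO) or an empty vector, with 3 libraries per group and 18 libraries in all. MPC1 encodes a subunit of the carrier that brings pyruvate into mitochondria. The labels put every library in 1 of 10 groups and gave it a replicate number from 1 to 3. They do not say whether replicates of a group were separate infections, separate clones or separate cultures of 1 population, and they give no sequencing date or batch.

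The values were raw counts per Ensembl gene, in 1 table for each series, and the deposited counts were whole numbers that had not been normalized. Per the labels, libraries were made with a stranded total RNA kit that depletes ribosomal RNA. The authors trimmed reads, removed optical duplicates, aligned reads to the human genome build GRCh38 with STAR in two-pass mode and assigned them to genes with featureCounts. Whether the counting used the strand is not stated, so a gene that overlaps another on the opposite strand could hold reads of both, and reads shared between near-identical genes could be split or lost. The table of the overexpression series listed 60675 genes and that of the knockout series 58051 genes, so they were counted on different annotation releases, and no level was compared between them. Every column belonged to a library of the series. Symbols, positions, exon length, GC content and 3′ UTR sequences came from GENCODE release 44 on GRCh38, which held 60419 of the gene IDs of the overexpression series and 56948 of those of the knockout series.

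Total counts ran from 15543301 to 20939985 per library in the overexpression series and from 5339360 to 9106478 in the knockout series. A count of 0 allows up to 3 counts of a library's total, and floors of this kind cover counting error only, because PCR copies are not independent molecules. Pairs of replicates were compared by a chi-square test of their counts over genes. The statistic per degree of freedom ran from 1.50 to 15.8, every pair differed by more than sampling noise, and all 30 libraries were kept. The test cannot show that replicates were separate cultures, because separate preparations of 1 RNA could also differ by more than counting noise.

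Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr (17542 tested in the overexpression series and 14490 in the knockout series), scaled with TMM factors and fitted with the robust quasi-likelihood model, with a mean per group and all libraries of a series in 1 model, so that comparisons within a series shared 1 estimate of the spread. Each cell line's OE or KO group was compared with the EV group of the same line and series, and the difference of this effect between lines was tested as a contrast in the same model. P-values were adjusted by the Benjamini-Hochberg method, and genes with a false discovery rate (FDR) under 5% were called. The tests, the gene lists and the alternatives were chosen before the data were examined, except where stated.

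The genes named are MPC1, MIR1-1, MIR1-2 and their host transcripts, members of the gene lists, and for each comparison the 3 largest rises and the 3 largest falls among called genes with a mean of at least 100 counts and no overlap in CPM between the groups. For changes shared between lines, up to 5 genes past the FDR in the same direction in each line are named. CPM (counts-per-million) use TMM-scaled library sizes.

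There were 10 pathway lists, of nuclear OXPHOS subunits, OXPHOS subunits encoded by the mitochondrial genome, mitochondrial ribosomal proteins, cytosolic ribosomal proteins, the TCA cycle with pyruvate dehydrogenase, glycolysis, glutamine metabolism, cholesterol synthesis, interferon-stimulated genes, and DNA replication with the cell cycle. They were tested with camera in limma 3.58.1 on voom values with a preset correlation of 0.01, adjusted over 50 tests, and their differences between lines over 40 tests. They were written by hand and are not the Hallmark collection that the study used. An additional list held 10 miR-1 targets that the study named from these libraries. Genes with an 8mer match to the miR-1 seed (ACATTCCA) in the 3′ UTR of the canonical transcript were tested in the same way, adjusted over 5 tests, beside 100 control 8-mers with the same bases in another order. The mean log2 CPM of a list was also compared between groups of 3 libraries by a two-sided exact permutation test, whose smallest possible p is 0.1.

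The fits were tested on simulated counts drawn from the real means, dispersions and library sizes. In each, 200 genes were changed by 1 on the log2 scale, and the nuclear OXPHOS subunits (79 in the overexpression series and 78 in the knockout series) were raised by 0.3. In the overexpression series, where 17248 genes were tested, edgeR made 240 calls, of which 182 were among the 200 genes (91% of them), 38 were in the raised list and 20 were false (8.33%). In the knockout series, where 14291 genes were tested, it made 221 calls, of which 189 were among the 200 genes (94.5%), 19 were in the raised list and 13 were false (5.88%). With no gene changed, edgeR made 0 calls in the comparison examined in either series, and in another comparison of the same fit 0 calls in the overexpression series and 1 in the knockout series. Genes were drawn independently, with 1 dispersion per gene for all lines. The simulated libraries thus held no deviation shared by many genes and no spread particular to a line, and these rates do not cover either.

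The alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, no filter beyond 1 count, a mean of at least 1 CPM, library sizes without mitochondrial genome and ribosomal RNA genes, the 6 libraries of the cell line alone, a block for the replicate number, leaving out each library in turn, and for lists also fry, camera with an estimated correlation, fgsea 1.28.0, fry and the estimated correlation with the block (added after the data were seen), and removal of a loess trend (span 0.5) with gene length and GC content. Pairing was checked by the correlation, across 9916 genes in the overexpression series and 9429 in the knockout series, of same-numbered libraries' deviations from their group means. In THP-1 the 3 correlations were 0.38, 0.30 and 0.62, all over 0.1, so the numbers were taken to pair the libraries of this line. Genes are not independent replicates, and the labels do not say what the numbers mark. Libraries of the other comparisons shared only a number.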

Results

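Gene expression was measured in AML cell lines in which miR-1 was overexpressed or MPC1 was deleted. MV4-11 and Molm-14 are human AML lines with an internal tandem duplication in FLT3, and THP-1 is a human monocytic AML line. The overexpression series held 12 libraries in 4 groups (MV4-11 OE, MV4-11 EV, Molm-14 OE and Molm-14 EV), and the knockout series held 18 libraries in 6 groups (KO and EV in MV4-11, Molm-14 and THP-1), with n = 3 libraries in each group. Each library of the overexpression series had between 15543301 and 20939985 counts, and each library of the knockout series between 5339360 and 9106478 counts. Genes of the mitochondrial genome took 2.72% to 4.34% of counts in the overexpression series and 0.140% to 0.452% in the knockout series.

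The manipulated genes were examined first, because they check the labels. MPC1 (ENSG00000060762, protein coding, chromosome 6, 166364919 to 166383013, minus strand, GRCh38) was lower in every KO library than in every EV library of the same line. In MV4-11 it stood at 24.8 ± 1.26 CPM in KO and 56.1 ± 2.33 CPM in EV (SD, n = 3), a log2 fold change of −1.18 (SE 0.097, edgeR FDR 1.33e-08). In Molm-14 it stood at 37.4 ± 3.92 CPM in KO and 77.3 ± 3.85 CPM in EV, a log2 fold change of −1.04 (SE 0.093, edgeR FDR 3.41e-08). In THP-1 the levels were 54.1 ± 4.41 CPM and 97.0 ± 5.52 CPM, with a log2 fold change of −0.84 (SE 0.091, edgeR FDR 6.32e-06). The KO libraries of the 3 lines thus kept 44.1%, 48.5% and 55.8% of the EV level. MPC1 did not differ between OE and EV (log2 fold changes 0.11 in MV4-11 and −0.10 in Molm-14, edgeR FDR 1 in both).

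The miR-1 hairpin genes had no counts to compare. MIR1-1 (ENSG00000199017, chromosome 20, 62554306 to 62554376, plus strand) and MIR1-2 (ENSG00000284453, chromosome 18, 21829004 to 21829088, minus strand) had 0 counts in all 12 libraries of the overexpression series, and MIR1-1 had 0 counts in all 18 libraries of the knockout series. MIR1-2 was not analysed here in the knockout series. The lncRNA MIR133A1HG (ENSG00000265142, chromosome 18, 21825487 to 21831539, minus strand) contains MIR1-2 and lies antisense within MIB1 (ENSG00000101752, 21704957 to 21870953, plus strand). It had 44, 50 and 73 counts in the MV4-11 OE libraries, 60, 44 and 34 in the Molm-14 OE libraries, and 0 in all EV libraries. Against the floor of 3 counts it was at least 18.7-fold higher in MV4-11 OE (edgeR FDR 8.59e-06) and at least 14.7-fold higher in Molm-14 OE (edgeR FDR 1.10e-04). MIB1, whose reads could be counted with it if the strand was not used, did not change (log2 fold changes 0.05 and 0.01, edgeR FDR 1 in both). The OE vector was built with sequence of the MIR1-2 host gene, so these counts can come from the vector. MIR133A1HG had 0 counts in all 18 libraries of the knockout series.

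**Figure D1:**
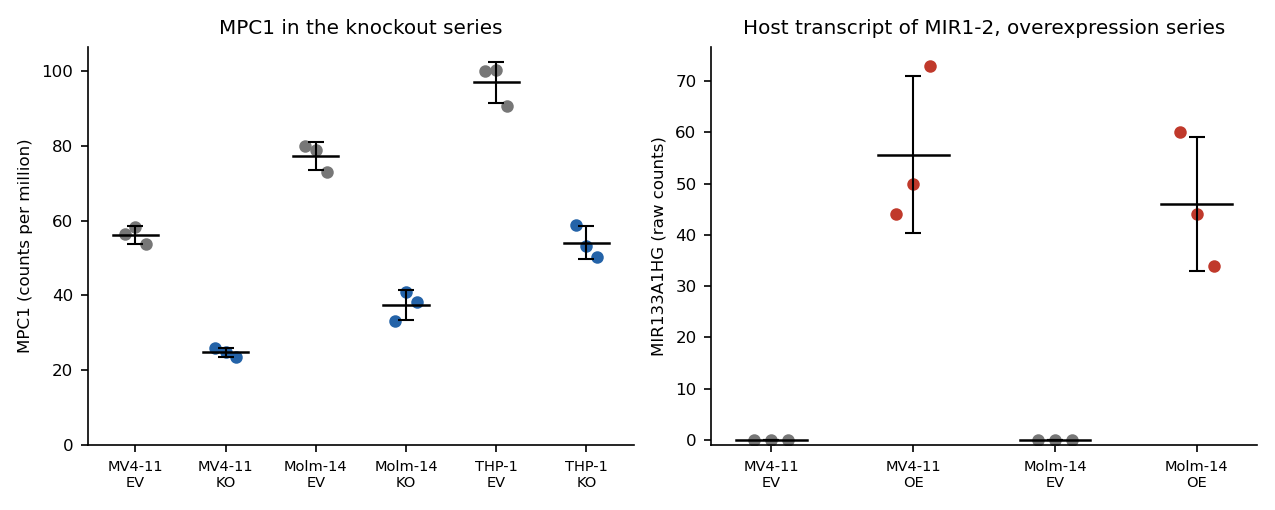
MPC1 in CPM in the knockout series (left) and raw counts of MIR133A1HG in the overexpression series (right), with points for libraries and lines with bars for the mean ± SD of 3 libraries. MPC1 is lower in every KO library than in every EV library of its line, and MIR133A1HG is at 0 in every EV library.

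To ask which genes responded to miR-1, OE was compared with EV in each line. In MV4-11, 31 of 17542 genes were called at a 5% FDR, 9 higher and 22 lower, and 1035 genes had an unadjusted p under 0.05, where 877.1 are expected by chance. All 31 separated the groups without overlap in CPM, as 9.17% of all tested genes did, against 10% by chance. The count depended on the processing, with 123 genes when no filter beyond 1 count was applied, 12 without OE replicate 2 and 47 without OE replicate 1. In Molm-14, 1 gene was called, MIR133A1HG, which was higher, and 768 genes had an unadjusted p under 0.05. When the 6 Molm-14 libraries were fitted alone, 195 genes were called, 154 higher and 41 lower. Replicates differed less in Molm-14 than in MV4-11, with a chi-square per degree of freedom of 2.09 to 3.05 against 5.09 to 15.8. The joint fit shares 1 estimate of the spread between these lines, so it can miss changes in Molm-14. The count of 1 thus does not show that Molm-14 did not respond, and which count is nearer the response was not tested. MIR133A1HG was also the only gene called in both lines, so 0 genes were shared beside this transcript. Across all tested genes the log2 fold changes of the 2 lines had a correlation of 0.052, and of 0.013 over the 10344 genes above 8 CPM. That is a correlation across genes, which are not independent replicates.

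The largest falls in MV4-11 OE among genes with enough counts were in DIPK1C (ENSG00000187773, chromosome 18, 74434775 to 74457944), from 15.8 ± 1.63 to 1.67 ± 0.162 CPM (log2 fold change −3.23, SE 0.198, edgeR FDR 2.86e-07), and in MAGED1 (ENSG00000179222, chromosome X, 51803007 to 51902354), from 9.43 ± 1.39 to 2.35 ± 0.089 CPM (log2 fold change −2.00, SE 0.249, edgeR FDR 3.50e-04). TCF4 (ENSG00000196628, chromosome 18, 55222185 to 55664787) followed, with a log2 fold change of −1.51 (SE 0.225, edgeR FDR 0.0465). The largest rises were in AGK (ENSG00000006530, chromosome 7, 141551278 to 141655244; log2 fold change 1.01, SE 0.145, edgeR FDR 0.0021), CNKSR2 (ENSG00000149970, chromosome X, 21372801 to 21654695; 0.64, SE 0.114, edgeR FDR 0.0203) and THSD7A (ENSG00000005108, chromosome 7, 11370365 to 11832198; 0.46, SE 0.088, edgeR FDR 0.0365). TCF4 lost its call without OE replicate 2 (FDR 0.185), EV replicate 1 (0.147) or EV replicate 2 (0.0510) in edgeR. CNKSR2 lost it without OE replicate 2 (FDR 0.105), EV replicate 1 (0.0537) or EV replicate 3 (0.0585), and THSD7A without any library except OE replicate 1, with an FDR of up to 0.166. DIPK1C, MAGED1 and AGK kept their calls in each of the 6 fits that left out 1 library.

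Whether predicted miR-1 targets fell was examined over 668 tested genes with an 8mer site (ACATTCCA) in the 3′ UTR. Their median log2 fold change was 0.0067 in MV4-11 OE, where that of the 12565 genes with a 3′ UTR was 0.013, and −0.0023 in Molm-14 OE, where it was 0.0025. Neither shift passed the threshold in camera (adjusted p 0.473 in both). Among the 21 genes with a 3′ UTR that fell in MV4-11 OE, 5 had a 7mer-m8 or 8mer site (23.8%), against 13.1% of the genes with a 3′ UTR (two-sided Fisher's exact p 0.182). With fgsea, a preranked test, the 8mer genes were lower in MV4-11 OE (adjusted p 0.0053, range over the alternatives 0.0053 to 0.925). The 10 targets that the study named from these libraries were lower in MV4-11 OE in 10 of 10 cases, with a median log2 fold change of −0.27. Over all genes tested, 2 of them passed the FDR in edgeR, SLC5A3 (log2 fold change −0.27, SE 0.049, FDR 0.0225) and SLC39A10 (−0.27, SE 0.050, FDR 0.0328), and adjusted over the list alone 10 passed. The latter count is not independent evidence, because the list was chosen on these libraries. In Molm-14 OE, TIMP3 had no counts, and 4 of the other 9 were lower. There 0 passed over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05, TCF23, which was higher (log2 fold change 0.57).

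**Figure D2:**
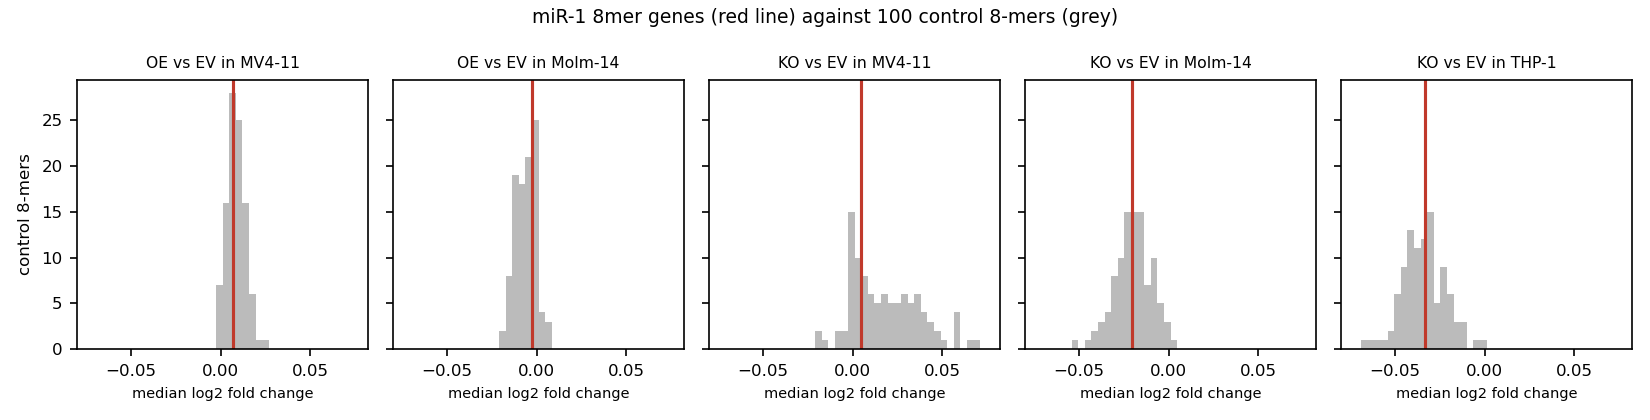
Median log2 fold change of genes with the miR-1 8mer site (red line) in the 5 comparisons, with the medians of 100 control 8-mers as grey bars (horizontal axis, median log2 fold change, and vertical axis, number of control 8-mers). In each comparison the red line falls within the range of the controls.

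From enrichment analysis of both lines, the study reported OXPHOS as the only pathway that miR-1 overexpression raised consistently. It also measured oxygen consumption, and reported higher basal and maximal respiration in OE cells of both lines. In MV4-11 it reported more glutamine and fumaric acid, and a glutaminase inhibitor brought basal respiration back to the EV level. The values below are RNA levels and do not test those measurements. The 79 nuclear OXPHOS subunits had a median log2 fold change of 0.03 in MV4-11 OE, with 56 of 79 genes higher (camera adjusted p 0.0224), and of 0.03 in Molm-14 OE, with 56 of 79 higher (camera adjusted p 0.0244). These are changes of 2.44% and 1.79%. No subunit was called in either line, and 0 passed adjusted over the list alone. The mean log2 CPM of the list was 6.06 ± 0.160 in MV4-11 OE and 6.03 ± 0.070 in EV (exact permutation p 0.9), and 6.14 ± 0.019 in Molm-14 OE and 6.10 ± 0.040 in EV (exact permutation p 0.2). The groups overlapped in both lines, and in MV4-11 the shift was smaller than the SD of either group. The call was lost with fry, a rotation test that uses the spread between libraries (adjusted p 0.849 in MV4-11 and 0.859 in Molm-14), and with an estimated correlation (0.901 in both). These 2 tests were fitted on the libraries of both lines, so the wider spread in MV4-11 enters the Molm-14 result. With fgsea the call held in both lines, but fgsea takes no account of a list that varies as a whole between libraries. In MV4-11 the list turned lower without OE replicate 2 (camera adjusted p 0.0688) and was no longer past 5% without OE replicate 3 (0.378) or EV replicate 3 (0.846). In Molm-14 the adjusted p rose to 0.0972, 0.124, 0.142 and 0.0968 without OE replicate 1, OE replicate 3, EV replicate 1 and EV replicate 3. It fell to 9.92e-04 without Molm-14 EV replicate 2, and in MV4-11 to 1.13e-14 without OE replicate 1. The result thus depended on single libraries in both directions.

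Other lists moved in 1 or both lines. With camera, the 39 interferon-stimulated genes were higher in MV4-11 OE (median log2 fold change 0.98, 37 higher, adjusted p 4.24e-04), but their mean log2 CPM was 5.09, 2.09 and 1.67 in the OE libraries and 1.97, 1.77 and 3.54 in the EV libraries (exact permutation p 0.7), and without OE replicate 1 the list was lower (adjusted p 0.0015). Without EV replicate 2 it did not pass (camera adjusted p 0.134). The 13 mitochondrially encoded OXPHOS subunits were lower in MV4-11 OE (median −0.14, 12 lower, camera adjusted p 0.0187), with a turn to higher without OE replicate 1 (0.137) and no call without EV replicate 2 (0.761). In Molm-14 OE the same 13 genes were higher (median 0.34, 12 higher, camera adjusted p 3.16e-07). Cytosolic ribosomal proteins were higher in Molm-14 OE (median 0.12, 77 of 79 higher, camera adjusted p 8.87e-30), cholesterol synthesis was higher (median 0.16, 23 of 25 higher, camera adjusted p 0.0204, or 0.0857 without OE replicate 2), and DNA replication and cell cycle was lower (median −0.04, 40 of 52 lower, camera adjusted p 5.06e-04). None of these 6 calls held under fry or an estimated correlation. Both tests were fitted on the libraries of both lines, so the spread in MV4-11 enters the Molm-14 tests. For cholesterol synthesis the SD was 0.37 in OE and 0.48 in EV of MV4-11, and 0.043 and 0.0084 in Molm-14. Neither test was run on the Molm-14 libraries alone. The loss of the Molm-14 calls thus cannot tell variation in Molm-14 from variation in MV4-11. In Molm-14 OE the mean log2 CPM separated the groups without overlap for mitochondrially encoded subunits (10.66 ± 0.080 in OE and 10.35 ± 0.140 in EV), cytosolic ribosomal proteins (9.41 ± 0.026 and 9.27 ± 0.078) and cholesterol synthesis (5.66 ± 0.043 and 5.52 ± 0.0084), each with the smallest exact permutation p that 3 against 3 libraries allow, 0.1. Glutamine metabolism separated them too, in the other direction (6.32 ± 0.019 in OE and 6.37 ± 0.015 in EV, exact permutation p 0.1), with 17 of 19 genes lower (median −0.047, camera adjusted p 0.0968). Mitochondrial ribosomal proteins, the TCA cycle with pyruvate dehydrogenase, glycolysis and glutamine metabolism did not pass 5% in either line, with camera adjusted p from 0.0968 to 0.947.

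To ask how deletion of MPC1 changed expression, KO was compared with EV in each line. In MV4-11, 784 of 14490 genes were called, 460 higher and 324 lower. In Molm-14, 348 genes were called, 194 higher and 154 lower. In THP-1, 13 genes were called, 8 higher and 5 lower, and 1160 genes had an unadjusted p under 0.05, where 724.5 are expected by chance. The MV4-11 count moved most, to 1400 without EV replicate 1 and 133 without EV replicate 3. The Molm-14 count fell to 183 without KO replicate 2, and the THP-1 count to 3 without KO replicate 2.

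**Figure D3:**
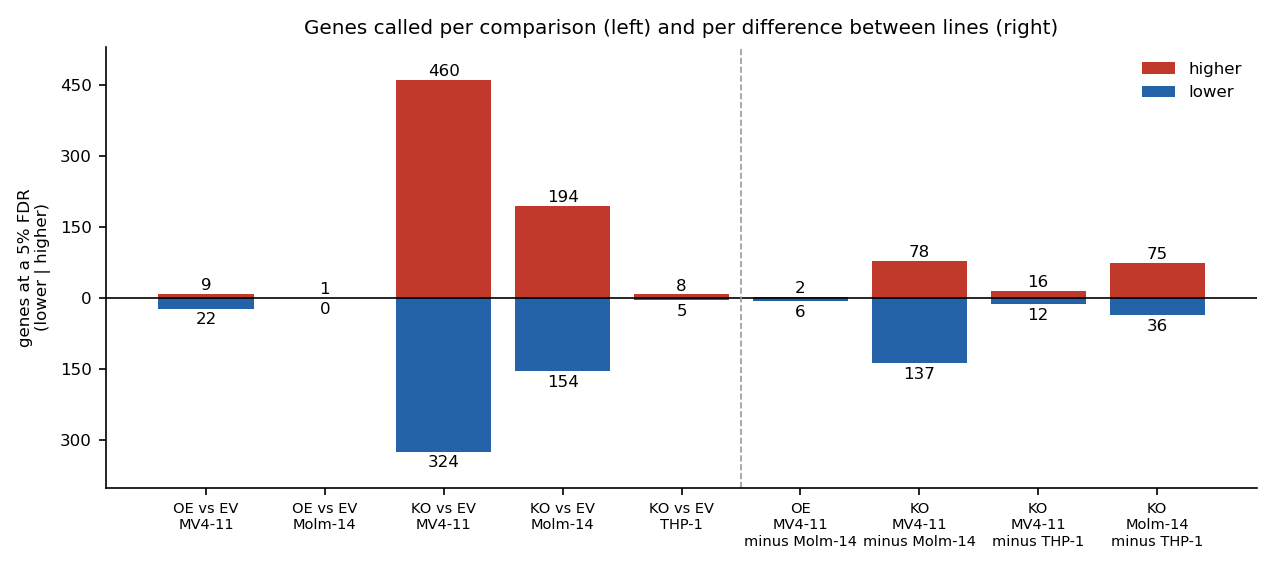
Number of genes called at a 5% FDR by edgeR in each comparison (left of the dashed line) and for each difference of effects between lines (right of it), with higher genes above 0 in red and lower genes below 0 in blue. The KO comparison in MV4-11 has 784 called genes and the OE comparison in Molm-14 has 1.

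In MV4-11 KO the largest rises were in LSP1 (ENSG00000130592, chromosome 11, 1850904 to 1892267; log2 fold change 1.37, SE 0.177, edgeR FDR 4.15e-05), IRF4 (ENSG00000137265, chromosome 6, 391739 to 411443; 1.27, SE 0.107, edgeR FDR 1.47e-08) and SMIM14 (ENSG00000163683, chromosome 4, 39546336 to 39638902; 1.26, SE 0.143, edgeR FDR 4.18e-06). The largest falls were in MT-ND3 (ENSG00000198840, mitochondrial genome, 10059 to 10404; −1.62, SE 0.347, edgeR FDR 0.0196), ADGRL3 (ENSG00000150471, chromosome 4, 61200326 to 62078335; −1.29, SE 0.086, edgeR FDR 3.30e-10) and INHBA (ENSG00000122641, chromosome 7, 41667168 to 41705834; −1.21, SE 0.157, edgeR FDR 4.15e-05). MT-ND3 stood at 17.7 ± 1.76 CPM in KO and 54.9 ± 29.2 CPM in EV, and it lost its call in 4 of the 6 fits that left out 1 library, with an edgeR FDR of 0.0789 without KO replicate 1, 0.0742 without KO replicate 2, 0.0835 without EV replicate 2 and 0.105 without EV replicate 3.

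In Molm-14 KO the largest rises were in DTX4 (ENSG00000110042, chromosome 11, 59171430 to 59208588; log2 fold change 1.75, SE 0.133, edgeR FDR 3.20e-09), C12orf75 (ENSG00000235162, chromosome 12, 105235290 to 105396097; 1.52, SE 0.170, edgeR FDR 1.24e-06) and TNF (ENSG00000232810, chromosome 6, 31575565 to 31578336; 1.35, SE 0.127, edgeR FDR 5.83e-08). ITGA6 (ENSG00000091409, chromosome 2, 172427354 to 172506459) fell from 179.8 ± 11.4 to 47.3 ± 2.31 CPM (log2 fold change −1.93, SE 0.109, edgeR FDR 5.76e-12), FOXD1 (ENSG00000251493, chromosome 5, 73444827 to 73448777) by −1.90 (SE 0.165, edgeR FDR 3.41e-08) and SELENOP (ENSG00000250722, chromosome 5, 42799880 to 42887392) by −1.33 (SE 0.173, edgeR FDR 1.55e-05) on the log2 scale. These 6 genes kept their calls in every fit that left out 1 library.

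In THP-1 KO the rises named by the rule were SERPINB10 (ENSG00000242550, chromosome 18, 63907958 to 63936111; log2 fold change 0.73, SE 0.123, edgeR FDR 0.0087), SAMSN1 (ENSG00000155307, chromosome 21, 14485228 to 14658821; 0.67, SE 0.132, edgeR FDR 0.0390) and S100A8 (ENSG00000143546, chromosome 1, 153390032 to 153391073; 0.59, SE 0.121, edgeR FDR 0.0495). SERPINB10 lost its call in 4, SAMSN1 in 5 and S100A8 in 6 of the 6 fits that left out 1 library, with an edgeR FDR of up to 0.208 (without KO replicate 2), 0.309 (without EV replicate 3) and 0.423 (without EV replicate 3). Beside MPC1 the falls were ARRDC4 (ENSG00000140450, chromosome 15, 97960703 to 97973833), from 76.1 ± 4.74 to 37.7 ± 1.71 CPM (log2 fold change −1.02, SE 0.093, edgeR FDR 4.25e-07), and TXNIP (ENSG00000265972, chromosome 1, 145992435 to 145996579), from 744.6 ± 65.9 to 477.0 ± 38.9 CPM (log2 fold change −0.64, SE 0.080, edgeR FDR 6.67e-05).

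The genes called in all 3 lines were MPC1, which was deleted, and ARRDC4, both lower. ARRDC4 had a log2 fold change of −1.16 in MV4-11 (SE 0.102, edgeR FDR 3.17e-08) and −0.61 in Molm-14 (SE 0.122, edgeR FDR 0.0032). MV4-11 and Molm-14 shared 50 genes called in the same direction, MPC1 among them, where 9.60 are expected by chance, and 15 called in opposite directions. Across all tested genes the log2 fold changes had a correlation of 0.066 between MV4-11 and Molm-14, 0.111 between MV4-11 and THP-1 and 0.060 between Molm-14 and THP-1. Over the 9887 genes above 8 CPM these correlations were 0.142, 0.244 and 0.084.

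After MPC1 deletion the 78 tested nuclear OXPHOS subunits had a median log2 fold change of 0.05 in MV4-11 (48 higher, camera adjusted p 0.294), 0.08 in Molm-14 (72 higher, 4.36e-05) and 0.13 in THP-1 (66 higher, 8.59e-08). The mean log2 CPM of the list was 6.86 ± 0.072 in KO and 6.81 ± 0.136 in EV of MV4-11, 6.94 ± 0.040 and 6.85 ± 0.109 in Molm-14, and 6.66 ± 0.071 and 6.53 ± 0.121 in THP-1. The groups overlapped in all 3 lines (exact permutation p 0.7, 0.3 and 0.2, unpaired). In THP-1, where replicate numbers paired the libraries, each KO library was above the EV library of the same number, by 0.087, 0.10 and 0.18. The calls in Molm-14 and THP-1 were lost with fry (adjusted p 0.727 and 0.712) and with an estimated correlation (0.839 in both), and that in Molm-14 without EV replicate 2 (camera adjusted p 0.191). In MV4-11 the camera adjusted p was 0.0012 without EV replicate 1 and 0.0394 without KO replicate 3, and the list was lower without EV replicate 2 (0.538). In MV4-11 KO, 1 subunit was called higher and 1 lower, and 0 were called in the other 2 lines.

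**Figure D4:**
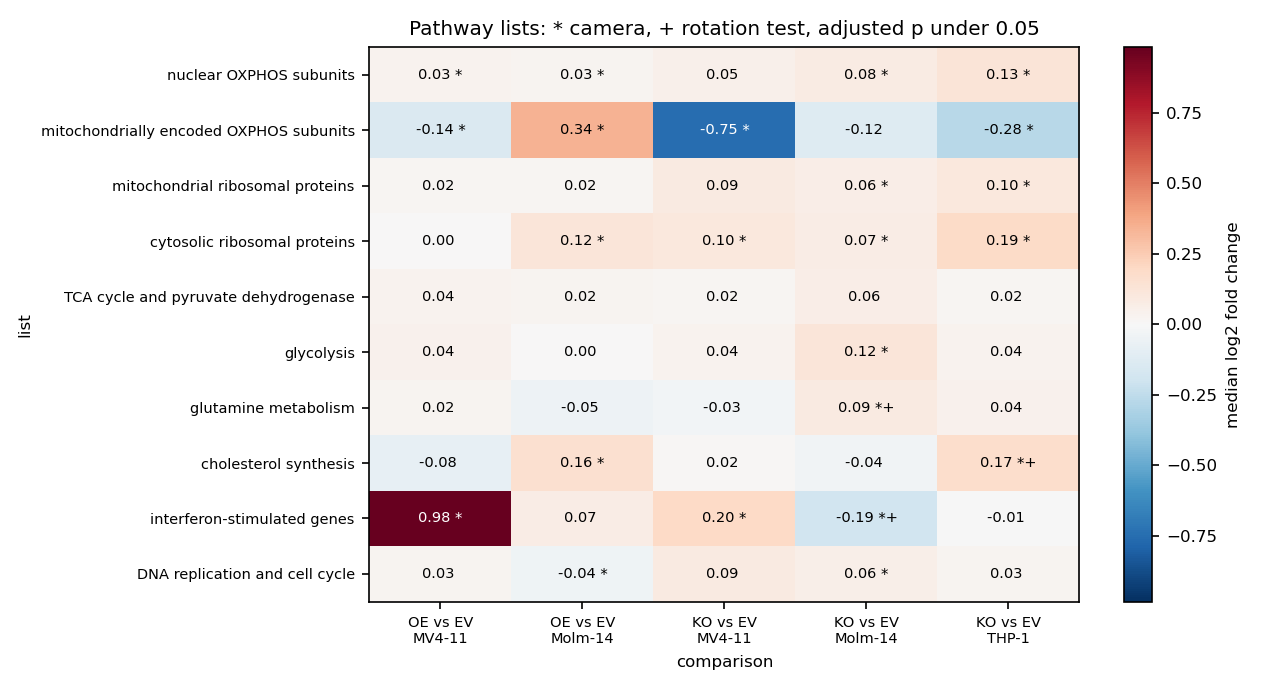
Median log2 fold change of the genes of 10 lists (vertical axis) in 5 comparisons (horizontal axis), as numbers and colours, where a star marks a camera adjusted p under 0.05 and a plus a rotation test (fry) adjusted p under 0.05. Of 50 tests, 23 have a star and 3 a plus.

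Of the 50 list tests, 23 passed 5% with camera, 3 with fry and 1 with an estimated correlation. The call that held in both was cholesterol synthesis in THP-1 KO, with a median log2 fold change of 0.17 and 24 of 25 genes higher (adjusted p 2.74e-11 with camera, 0.0067 with fry and 0.0473 with an estimated correlation). Its mean log2 CPM was 6.41 ± 0.052 in KO and 6.19 ± 0.065 in EV, without overlap (exact permutation p 0.1, the smallest that 3 against 3 libraries allow). The other calls that held under fry were interferon-stimulated genes in Molm-14 KO, lower by a median of −0.19 with 30 of 40 genes lower (adjusted p 6.74e-05 with camera and 0.0298 with fry), and glutamine metabolism in Molm-14 KO, higher by a median of 0.09 with 14 of 19 genes higher (0.0198 with camera and 0.0351 with fry). Glutamine metabolism lost its camera call without KO replicate 2 (adjusted p 0.0712) or EV replicate 3 (0.0559). Its mean log2 CPM was 6.93 ± 0.054 in Molm-14 KO and 6.85 ± 0.044 in EV, and the groups overlapped (exact permutation p 0.2).

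The remaining calls in the knockout series were lost with fry and with an estimated correlation. The 13 mitochondrially encoded subunits were lower in MV4-11 KO (median −0.75, 13 of 13 lower, camera adjusted p 1.50e-08 and at most 1.76e-06 with a library left out, fry adjusted p 0.0607) and in THP-1 KO (median −0.28, 12 of 13 lower, 0.0224, or 0.196 without KO replicate 1 and 0.467 without EV replicate 3), and did not pass in Molm-14 (median −0.12, 0.406). In MV4-11 their mean log2 CPM was 5.26 ± 0.262 in KO and 6.03 ± 0.375 in EV, without overlap (exact permutation p 0.1), and 3 of the 13 were called over all genes and 10 adjusted over the list alone. Mitochondrial ribosomal RNA there stood at 45.3, 616 and 465 CPM in EV replicates 1, 2 and 3, and at 45.8, 22.7 and 55.1 CPM in the KO libraries. Mitochondrial reads thus swung between EV libraries, and a difference in preparation stays open for the fall in MV4-11, that of MT-ND3 included. Cytosolic ribosomal proteins were higher in MV4-11 (median 0.10, camera adjusted p 0.0498, up to 0.800 without EV replicate 2), Molm-14 (0.07, 3.61e-04, or 0.410 without EV replicate 2) and THP-1 (0.19, 6.02e-16). Mitochondrial ribosomal proteins were higher in Molm-14 (median 0.06, camera adjusted p 0.0097, up to 0.649 without EV replicate 2) and THP-1 (0.10, 1.11e-04, or 0.119 without EV replicate 3). Interferon-stimulated genes were higher in MV4-11 (median 0.20, or 0.15 with 8 genes at the floor set to their bounds, camera adjusted p 0.0311, or 0.129 without KO replicate 2 and 0.0636 without EV replicate 2). In Molm-14, glycolysis was higher (median 0.12, camera adjusted p 0.0163, or 0.0811 without KO replicate 2), as was DNA replication and cell cycle (median 0.06, 0.0210, or 0.0712 without KO replicate 2 and 0.194 without EV replicate 2). The TCA cycle with pyruvate dehydrogenase passed in none of the 3 lines in the unpaired fits (camera adjusted p 0.621, 0.113 and 0.377). In THP-1 each KO library was above the EV library of the same number, by 0.011, 0.086 and 0.074 in mean log2 CPM. A fit with the replicate block is not reported for this list, so a rise in THP-1 stays open. In the 50 comparisons of mean log2 CPM of both series, 11 separated the groups without overlap (22%), against 10% by chance. Those not named so far were glycolysis, interferon-stimulated genes (lower), DNA replication and the TCA cycle in Molm-14 KO, and glutamine metabolism in MV4-11 KO, which was lower (6.02 ± 0.040 in KO and 6.08 ± 0.021 in EV) and did not pass (camera adjusted p 0.375).

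**Figure D5:**
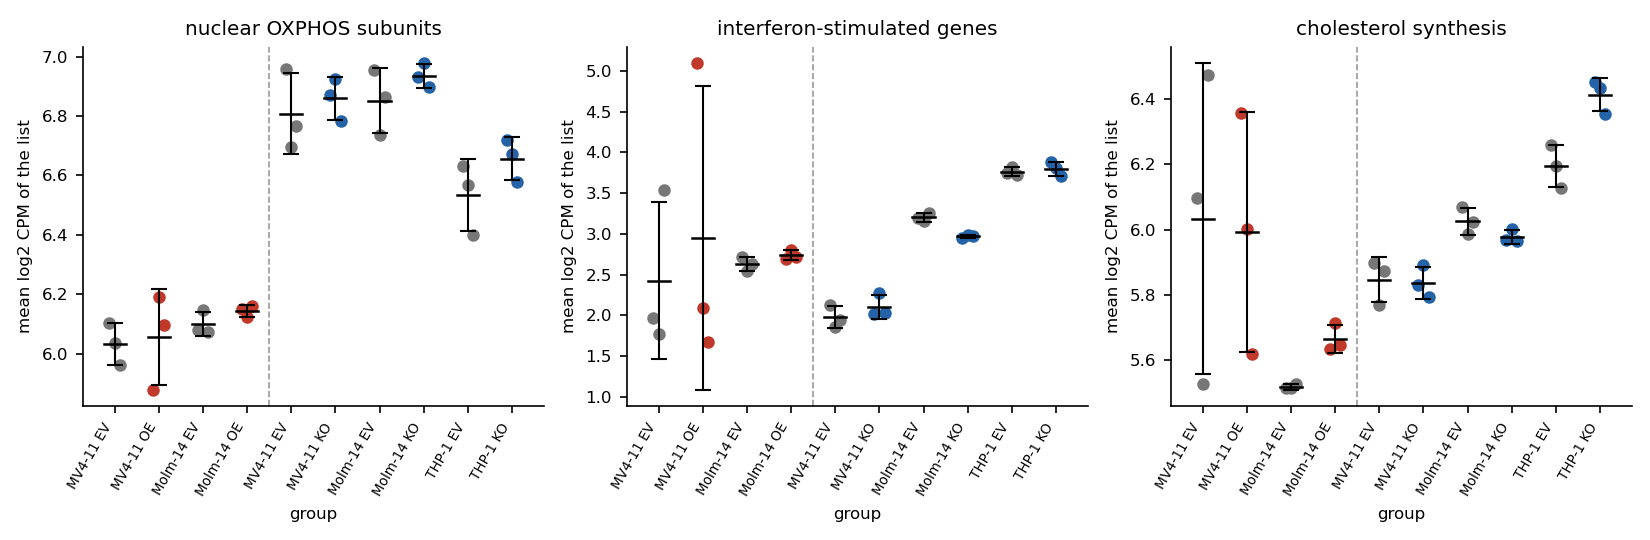
Mean log2 CPM of 3 lists in each library, with points for libraries, lines with bars for the mean ± SD of 3 libraries, and a dashed line that parts the overexpression series from the knockout series, whose levels are not comparable. In cholesterol synthesis every THP-1 KO library is above every THP-1 EV library, and in MV4-11 of the overexpression series the interferon-stimulated genes range from 1.67 to 5.09 within OE.

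The study related deletion of MPC1 to miR-1. Genes with a site for miR-1 were therefore examined after the deletion as well, and 680 of the genes tested had the 8mer. Their median log2 fold change was 0.0048 in MV4-11, −0.020 in Molm-14 and −0.033 in THP-1 (camera adjusted p 0.884, 0.473 and 0.0333). The THP-1 shift did not hold with fry (0.512) or an estimated correlation (0.155), or without KO replicate 1 (0.0867), KO replicate 3 (0.191), EV replicate 2 (0.102) or EV replicate 3 (0.306). Of 100 control 8-mers, 64 had a p under 0.05 in THP-1, and 11 were as extreme in the same direction.

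Differences of effects between lines were tested in the same models with edgeR. The OE effect differed between MV4-11 and Molm-14 for 8 genes, 2 with a higher and 6 with a lower effect in MV4-11. The KO effect differed for 215 genes between MV4-11 and Molm-14 (78 higher and 137 lower in MV4-11), for 28 between MV4-11 and THP-1 (16 higher and 12 lower in MV4-11), and for 111 between Molm-14 and THP-1 (75 higher and 36 lower in Molm-14). The effect on the nuclear OXPHOS subunits did not differ between the lines for OE (camera adjusted p 0.878).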

Values the study reported

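The study reported an average of 38.1 M reads for its mRNA sequencing libraries. It called differentially expressed genes at a false discovery rate of 5%.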

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

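The results here are differences of an effect between cell lines that passed a test of the difference itself, in edgeR for genes and camera for lists, with Benjamini-Hochberg adjustment. The tests of depth, of a gene length and GC trend, of a single library and of other splits were chosen before the differences of gene counts were seen, while the tests of a list difference other than the splits were chosen after it was seen. The reading of the fits that left out a library was changed to open for 3 gene counts once their values were known, because fewer libraries lower such a count by construction.

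The OE effect differed between MV4-11 and Molm-14 for 8 genes. Removing a trend with gene length and GC content left 9 genes, which argues against such a trend as the whole cause. With counts thinned to equal depth 3 genes passed, so depth remains open, and the fits that left out 1 library gave as few as 4 genes. Of 25 relabelings, the real one included, 5 gave as many genes, so the count may be what an arbitrary grouping gives.

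The KO effect differed between MV4-11 and Molm-14 for 215 genes. With thinned counts 172 passed and with the trend removed 186 passed, which argues against depth and against the trend as whole causes. The lowest count with 1 library left out was 105, without MV4-11 EV replicate 3, and the highest was 369, without MV4-11 EV replicate 1, so a part played by a single library cannot be told apart from the loss of power. Of 25 relabelings 2 gave as many genes, a share of 0.05 or more, so an arbitrary grouping stays open.

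Between MV4-11 and THP-1 the KO effect differed for 28 genes. With thinned counts 23 passed and with the trend removed 27 passed, which argues against both as whole causes. Leaving out 1 library gave as few as 18 genes (without MV4-11 KO replicate 1) and as many as 53 (without MV4-11 EV replicate 1), and 3 of 25 relabelings gave as many genes, so an arbitrary grouping stays open here too.

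Between Molm-14 and THP-1 the KO effect differed for 111 genes. With thinned counts 84 passed, with the trend removed 109 passed, the lowest count with 1 library left out was 78, and 1 of 25 relabelings, the real one, gave as many. The technical explanations tested were thus not supported for this count. A candidate explanation is that loss of MPC1 acts on different genes in the 2 lines. Differences between the KO and EV populations that arose apart from MPC1, such as the choice of clones, are part of the same groups and cannot be separated from the deletion here.

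For the OE effect, 4 lists differed between MV4-11 and Molm-14 in camera. Mitochondrially encoded OXPHOS subunits had a lower effect in MV4-11 (median difference in log2 fold change −0.45, 12 of 13 genes lower, adjusted p 1.45e-07), as did cytosolic ribosomal proteins (−0.11, 66 of 79 lower, adjusted p 1.53e-11) and cholesterol synthesis (−0.22, 22 of 25 lower, adjusted p 0.0443), and DNA replication and cell cycle had a higher one (0.08, 47 of 52 higher, adjusted p 1.95e-04). The largest adjusted p with 1 library left out was 4.65e-04, 0.0015, 0.958 (without MV4-11 OE replicate 3) and 0.150 (without MV4-11 EV replicate 3), in this order, so cholesterol synthesis and DNA replication may rest on 1 library. With the length and GC trend removed the adjusted p was 6.28e-04, 1.13e-08, 0.0355 and 3.98e-04, which argues against the trend. With fry it was 0.693, 0.827, 0.914 and 0.845, and 9, 6, 14 and 11 of 25 relabelings gave a result as large, so variation of a whole list between replicate libraries may explain all 4.

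For the KO effect in MV4-11 against Molm-14, 2 lists differed in camera. Mitochondrially encoded subunits had a lower effect in MV4-11 (median difference −0.63, 13 of 13 lower, adjusted p 2.20e-05). The adjusted p stayed at or under 0.0010 with 1 library left out and was 4.45e-06 with the trend removed, but it was 0.366 with fry and 8 of 25 relabelings gave a result as large, so variation between replicate libraries may explain it. Interferon-stimulated genes had a higher effect in MV4-11 (0.38, 33 of 40 higher, adjusted p 3.80e-05), with at most 7.06e-04 with 1 library left out, 1.65e-05 with the trend removed, 0.0089 with fry and 1 of 25 relabelings as large, so none of these 4 explanations was supported.

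For the KO effect in MV4-11 against THP-1, 4 lists had a lower effect in MV4-11 in camera. They were nuclear OXPHOS subunits (median difference −0.04, 51 of 78 lower, adjusted p 0.0195), mitochondrially encoded subunits (−0.53, 13 of 13 lower, 2.93e-05), cytosolic ribosomal proteins (−0.11, 59 of 79 lower, 3.97e-04) and cholesterol synthesis (−0.19, 19 of 25 lower, 4.24e-06). With 1 library left out the largest adjusted p was 0.940 (without MV4-11 EV replicate 1), 0.0029, 0.443 (without MV4-11 EV replicate 1) and 4.95e-04, with the trend removed it was 0.0152, 2.80e-05, 8.02e-04 and 3.99e-07, and with fry it was 0.914, 0.575, 0.872 and 0.0361. Of 25 relabelings 15, 5, 11 and 2 gave a result as large. Nuclear OXPHOS and cytosolic ribosomal proteins may rest on 1 EV library, mitochondrially encoded subunits may vary as a whole between libraries, and for cholesterol synthesis only an arbitrary grouping stays open among the explanations tested.

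For the KO effect in Molm-14 against THP-1, 3 lists had a lower effect in Molm-14 in camera. Cytosolic ribosomal proteins (median difference −0.11, 60 of 79 lower, adjusted p 0.0031) lost the call without THP-1 EV replicate 3 (0.580) and with fry (0.872), kept it with the trend removed (0.0036), and 12 of 25 relabelings gave a result as large, so a single library or variation between libraries may explain it. Cholesterol synthesis (−0.25, 24 of 25 lower, 1.92e-08) and interferon-stimulated genes (−0.24, 33 of 40 lower, 6.09e-05) had an adjusted p of at most 1.14e-06 and 6.63e-04 with 1 library left out, 2.43e-08 and 4.83e-05 with the trend removed and 0.0089 and 0.0240 with fry, and 1 of 25 relabelings was as large for each, so none of these 4 explanations was supported. A difference between lines in the response to loss of MPC1 is a candidate explanation, as are differences between the KO and EV populations that the design does not separate from it.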

How the results depend on the processing

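Alternatives for MIR133A1HG, for lists other than nuclear OXPHOS and for single genes, and fry and an estimated correlation with the replicate block, were added after the data were seen. Those planned for MIR1-2 could not give a value, because it had no counts.

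Of the gene counts, 21 of 68 values under other settings and 31 of 78 with 1 library left out differed by more than 1.5 times from the main count. In MV4-11 OE (31 genes), DESeq2 called 65, no filter beyond 1 count 123 and the 6 libraries of the line alone 9, of which 30, 30 and 8 were among the 31. The range over the 6 fits that each left out 1 library was 12 to 47. In Molm-14 OE (1 gene) the same settings gave 5, 7 and 195, and every fit that left out a library gave 1. In KO, the line alone gave 356 genes in MV4-11 (322 of the 784 among them), and leaving out a library gave 133 to 1400 there and 183 to 293 in Molm-14. In THP-1 (13 genes), DESeq2 called 26, no filter 30 and the line alone 4, and leaving out a library gave 3 to 10. For the differences between lines, DESeq2 and no filter called 14 and 33 genes for OE (4 to 9 with a library left out), and 72 and 80 for KO in MV4-11 against THP-1 (18 to 53). For MV4-11 against Molm-14 no filter gave 339 (105 to 369 with a library left out), and for Molm-14 against THP-1 the range was 78 to 108. Fewer libraries lower the counts by construction, but the cause of the rises was not tested.

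The genes called in both OE lines numbered 3 with DESeq2 and 2 with no filter, and 1 to 2 with a library left out (2 without MV4-11 EV replicate 2). Those called in all 3 KO lines numbered 4 with no filter, and 2 in each fit that left out a library. The MPC1 log2 fold change kept its call throughout, from −1.22 to −1.14 in MV4-11, −1.11 to −0.96 in Molm-14 and −0.91 to −0.79 in THP-1 with a library left out.

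The share of called genes in MV4-11 OE that were higher was 29% with TMM factors, 18.8% with upper-quartile factors, 25.8% with RLE factors and 43.1% with DESeq2. In Molm-14 OE it was 100% with TMM factors and 80% with DESeq2.

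Replicate numbers did not pair the libraries outside THP-1. The correlations of same-numbered libraries were −0.41, 0.04 and −0.71 in MV4-11 OE, −0.06, −0.06 and −0.03 in Molm-14 OE, 0.01, −0.58 and 0.23 in MV4-11 KO and −0.13, −0.26 and 0.32 in Molm-14 KO. In MV4-11 OE some libraries with other numbers deviated together. The values were 0.71 for OE replicate 1 with EV replicate 3 and 0.64 for OE replicate 3 with EV replicate 2. OE replicate 2 with EV replicate 1 gave 0.34. In MV4-11 KO, KO replicate 2 with EV replicate 1 gave 0.49 and KO replicate 3 with EV replicate 2 gave 0.46. In Molm-14 KO, KO replicate 2 with EV replicate 1 gave 0.36 and KO replicate 1 with EV replicate 2 gave 0.31. These were not paired, since the labels give no ground for it. THP-1 KO replicate 1 gave 0.39 with EV replicate 2, beside 0.38 with EV replicate 1. The correlation alone thus leaves the partner of that library open. With the replicate block, 15 genes were called in MV4-11 OE, 2 in Molm-14 OE and 1474 in MV4-11 KO, 2 genes in both OE lines, and for differences between lines 2 for OE, 388 for KO in MV4-11 against Molm-14 and 52 in MV4-11 against THP-1. With the block and the length and GC trend removed, nuclear OXPHOS had a camera adjusted p of 0.0576 in MV4-11 OE and 0.0509 in Molm-14 OE. In THP-1, where the numbers paired the libraries, the block gave 16 genes against 13. It changed no call of camera, fry or the estimated correlation among the lists past 5% there. Lists that did not pass there have no reported fit with the block, so they stay open. Of these, glycolysis was higher in each same-numbered pair (0.078, 0.076 and 0.068 in mean log2 CPM), as was glutamine metabolism (0.025, 0.088 and 0.13). Interferon-stimulated genes and DNA replication differed in sign between pairs. For nuclear OXPHOS the adjusted p with the replicate block was 0.907, 0.907, 0.287 and 0.224 with fry in MV4-11 OE, Molm-14 OE, Molm-14 KO and THP-1 KO, and 0.884, 0.884, 0.417 and 0.385 with the estimated correlation. For genes with the 8mer site, fry with the block turned the direction to higher in MV4-11 OE (0.900) and MV4-11 KO (0.595), and in THP-1 KO the camera call was lost with fry (0.595) and the estimated correlation (0.296) in the blocked fit.

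For nuclear OXPHOS, 19 of 48 values under other settings lost the call in the 4 comparisons that had one. The call held in all 4 with fgsea, which takes no account of a list that varies as a whole between libraries. The adjusted p in MV4-11 OE, Molm-14 OE, Molm-14 KO and THP-1 KO was 0.849, 0.859, 0.727 and 0.712 with fry, which uses the spread between libraries, and 0.901, 0.901, 0.839 and 0.839 with an estimated correlation. With upper-quartile factors it was 0.0560 in MV4-11 OE, and the cause was not tested. With 1 library left out the adjusted p ran from 1.13e-14 to 0.846 in MV4-11 OE (lower without OE replicate 2, 0.0688), 9.92e-04 to 0.142 in Molm-14 OE, 0.0012 to 0.983 in MV4-11 KO (lower without EV replicate 2, 0.538), 1.94e-08 to 0.191 in Molm-14 KO and 1.06e-10 to 0.0147 in THP-1 KO.

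For genes with the 8mer site, fgsea passed 5% in MV4-11 OE (adjusted p 0.0053) and Molm-14 KO (0.0073), where camera did not. In MV4-11 KO the direction turned to higher with fry (0.512), with fgsea (0.502), and without EV replicate 2 (0.442) or KO replicate 2 (0.487). In THP-1 KO the call was lost with fry (0.512), an estimated correlation (0.155) and 7mer sites included (0.0781). With a library left out the adjusted p ran from 0.212 to 0.925 in MV4-11 OE, 0.391 to 0.744 in Molm-14 OE, 0.379 to 0.989 in MV4-11 KO, 0.142 to 0.884 in Molm-14 KO and 0.0076 to 0.306 in THP-1 KO. The cause was not tested.

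Of the other lists that passed 5%, 85 of 224 values under other settings lost the call, and with a library left out 20 of 114 lost it and 2 turned, both without MV4-11 OE replicate 1 (mitochondrially encoded subunits to higher, 0.137, in a range of 2.28e-14 to 0.761, and interferon-stimulated genes to lower, 0.0015, in a range of 1.61e-11 to 0.134). With the length and GC trend removed, 6 of these 19 list calls were lost without the replicate block and 6 with it. With fgsea 3 were lost. The trend therefore stays open for the list calls lost in this way. Of the named genes, 13 of 239 values under other settings and 30 of 180 with a library left out lost the call, and none turned. Counts were lower in the knockout series (median 6871783 per library), where 14490 genes could be tested against 17542, so genes with few counts were not tested there.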

Other observations

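Tests of other splits of the libraries were chosen before their results were seen, and the other tests here were chosen after the pattern was seen. The readings for ARRDC4 and TXNIP and for cytosolic ribosomal RNA were changed to open after their values were known, because the first test ran on genes chosen for the pattern and the second holds no large ribosomal RNA. The tests of cytosolic ribosomal RNA in each line, of a proportional rise of mitochondrial RNAs and of nuclear OXPHOS in paired THP-1 libraries were set once the values were known.

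The median total of counts assigned to genes was 17140534 per library in the overexpression series and 6871783 in the knockout series. Both are lower than the value quoted from the study above, which counts reads and not reads assigned to genes.

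Each comparison of 3 with 3 libraries has 10 splits, the real one included, so that a share under 0.1 cannot be had and none of these counts can exclude an arbitrary grouping. For genes called, 4 of the 10 splits gave as many in MV4-11 OE, where the split with OE replicates 1 and 2 and EV replicate 3 on 1 side gave 617 genes, and 1 of 10 did in each of the other 4 comparisons. In Molm-14 OE the 1 gene is MIR133A1HG, whose counts can come from the vector, so that count need not reflect a response of the cells. In THP-1, where the numbers paired the libraries, the real split was 1 of the 4 that part 3 pairs, and 1 of these 4 gave as many genes, as did 1 of 4 for the shift of the 8mer genes and of each list past 5% there. For nuclear OXPHOS, a result as large was found in 7 of the 10 splits in MV4-11 OE, 3 in Molm-14 OE, 9 in MV4-11 KO, 6 in Molm-14 KO and 2 in THP-1 KO, and for genes with the 8mer site in 6, 2, 10, 7 and 2, in the same order. Of 25 relabelings across lines, 1, the real one, gave as many genes shared by both OE lines (1 gene). Likewise 1 gave as many shared by all 3 KO lines (2 genes). These counts hold MIR133A1HG, whose reads can come from the vector, and the deleted MPC1, and they say nothing of a shared response. Without MPC1, a test added after the values were known, 1 of 25 gave as many shared KO genes (ARRDC4).

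For the other lists past 5%, a result as large was found in 7 of the 10 splits for mitochondrially encoded subunits and 9 for interferon-stimulated genes in MV4-11 OE. In Molm-14 OE it was 1 each for mitochondrially encoded subunits, cytosolic ribosomal proteins and cholesterol synthesis and 2 for DNA replication. In MV4-11 KO it was 2 for mitochondrially encoded subunits, 8 for cytosolic ribosomal proteins and 1 for interferon-stimulated genes. In Molm-14 KO it was 7 for mitochondrial and 6 for cytosolic ribosomal proteins, 2 for glycolysis, 3 for DNA replication, and 1 each for glutamine metabolism and interferon-stimulated genes. In THP-1 KO it was 4 for mitochondrially encoded subunits, 3 for mitochondrial ribosomal proteins, and 1 each for cytosolic ribosomal proteins and cholesterol synthesis.

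The rise of nuclear OXPHOS subunits in both OE lines may be no more than variation of the list as a whole between libraries, since the largest fry adjusted p of the pair was 0.859, and may rest on a single library, since the largest camera adjusted p with 1 library left out was 0.846. A gene length and GC trend was argued against as the whole cause (largest adjusted p 0.0450 with the trend removed). For the rise in Molm-14 KO the same tests gave 0.727 with fry, 0.191 without EV replicate 2 and 0.0023 with the trend removed. Variation of the list and a single library thus stay open there, while the trend was argued against as the whole cause. In THP-1 KO the largest adjusted p with 1 library left out was 0.0147, and it was 1.01e-08 with the replicate block and the trend removed, which argues against a single library and against the trend as whole causes. With the replicate block the fry adjusted p there was 0.224, so variation of the whole list between libraries stays open. An effect of miR-1 or of MPC1 on these genes stays open.

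The interferon-stimulated genes were higher in MV4-11 OE in a way that may rest on 1 library. Without OE replicate 1 the list was lower (camera adjusted p 0.0015). Molm-14 cells mixed into that library were argued against, as 41 transcripts of Molm-14 stood at 0.164% of their Molm-14 level there, where the rise of the list would need 484%. A response of the cells in that culture, for instance to the vector, was not tested.

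The mitochondrial ribosomal RNAs MT-RNR1 and MT-RNR2 were higher in every OE library than in every EV library of the same line, 5.70-fold in MV4-11 and 3.35-fold in Molm-14 (stratified exact permutation p 0.005 over 400 relabelings, on a pattern chosen after it was seen). More transcription of the whole mitochondrial genome was argued against in MV4-11, where the median log2 fold change of the 13 encoded mRNAs was −0.14, although this list turned higher without OE replicate 1. In Molm-14 the median was 0.34. A transcription that raises ribosomal and messenger RNAs alike was argued against there as the whole cause, because the mean of the mRNAs rose by at most 0.55 on the log2 scale between an EV and an OE library, while the ribosomal RNAs rose by at least 1.00. A part played by transcription stays open in Molm-14, and whether depletion leaves ribosomal RNA in proportion to its amount was not tested. Cytosolic ribosomal RNA, summed over 47 genes of which 0 encode a large ribosomal RNA, overlapped between OE and EV in both lines. The largest rise of this sum between an EV and an OE library was 0.43 on the log2 scale in MV4-11 (25 to 38 summed counts per library) and 1.92 in Molm-14 (18 to 73). Because the sum holds no large ribosomal RNA, less complete depletion stays open in both lines. Depletion that differed between preparation batches may also produce this pattern, as the sum of the 2 RNAs differed by up to 13.6-fold between replicates of 1 group in the knockout series and 2.14-fold in the overexpression series. The labels give no batch, so it cannot be told apart from the groups.

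Genes with the 8mer site were lower in THP-1 KO, but so were many with control 8-mers. Of 100 control 8-mers, 64 had a p under 0.05, so the length and composition of 3′ UTRs may explain this shift. In THP-1 the study saw no rise of miR-1 after the deletion, which argues against miR-1 as its cause.

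ARRDC4 and TXNIP, which respond to glucose metabolites, were both lower in MV4-11 KO and THP-1 KO, with a TXNIP log2 fold change of −0.59 in MV4-11. In Molm-14 KO, ARRDC4 was lower while TXNIP had a log2 fold change of −0.072. Lower glucose-responsive transcription is a candidate explanation that these 2 genes cannot decide, since they were chosen for the pattern.

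Of the 28 genes called in MV4-11 OE that were tested in the knockout series, 12 were also called in a KO comparison, against a median of 2 in 10000 lists matched on mean expression (p 0.0001, the smallest these lists can give). Several went the opposite way, such as THSD7A, with a log2 fold change of 0.46 in OE and −1.05 in MV4-11 KO, and TCF4, with −1.51 and 0.78. These genes may vary between populations of a line whatever the treatment, and a shared response to miR-1 and loss of MPC1 was not separated from this.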
